A study of Drosophila melanogaster with 18 samples. Its data were reported in "Analysis of cell-type-specific chromatin modifications and gene expression in Drosophila neurons that direct reproductive behavior" (2021).

How the data were processed

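Gene expression was measured by RNA-seq in whole Drosophila pupae aged to 48 hr after puparium formation (APF). The driver fru P1-Gal4 directed a GFP-tagged ribosomal protein, RpL10A, to the cells that transcribe fru from its P1 promoter. The ribosome-bound mRNA of those cells was purified by translating ribosome affinity purification (TRAP), and total mRNA was taken from the same lysate of whole pupae as the background. GEO's labels gave 4 groups, namely male TRAP and male total mRNA (n = 5 each) and female TRAP and female total mRNA (n = 4 each), and these labels carried the replicate numbers used here. The labels gave no sequencing or library batch.

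The authors aligned single-end reads of 100 bp to the Drosophila genome build dm6 with STAR and counted uniquely mapped reads per exon record with FeatureCounts, and each deposited library table holds these raw counts without normalization. The annotation release and the strand setting of the counting were not stated, so genes with overlapping exons on either strand are named as uncertain. The deposited table of the whole series holds RPM, which the authors made by dividing each count by the library total over all exon records, with no further scaling. The deposited RPM values were checked against the counts. RPM in the text was computed from the counts, for exon records over the total of all exon records, and for genes and lists over the total of the gene-level counts. An exon record is 1 exon of 1 annotated transcript, so an exon shared by transcripts appears more than once. The tables held 87508 records of 17753 genes, of which 17626 (99.3%) had a gene symbol in the reference. Identical counts within a gene were shared by 4632 records, and 1787 records held no counts in any library. Records overlapping another gene numbered 4063 (4.64%) on the same strand and 6928 (7.92%) on the opposite strand. Records of the mitochondrial genome and of the rDNA carried no reads in any library and entered no test.

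The total count per library ranged from 24901633 to 67491630. It was 34057519 to 67491630 in female TRAP, 24901633 to 31870712 in female total mRNA, 28706315 to 49642508 in male TRAP and 30858349 to 58960302 in male total mRNA. A floor of 3 counts was taken as the limit of detection. This floor covers counting error only, because reads without molecular identifiers are not independent molecules.

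The tests, filters, thresholds, gene lists, alternatives and the rule for naming genes were chosen before the data were examined, except where stated. In 4 pairwise comparisons, exon records with over 2 CPM in at least 60% of the libraries compared were tested with the edgeR exact test after TMM normalization, with tagwise dispersions and Benjamini-Hochberg adjusted p-values (FDR under 0.2). A gene was called in a direction when at least 1 of its records passed in that direction. Log2 fold changes are from edgeR, and group means in CPM are TMM-normalized. Standard errors (SE) were computed from the variance between libraries of log2 CPM with 0.5 CPM added. At low CPM this scale is compressed, so an SE there can understate the error of the edgeR value. The sex difference in TRAP enrichment, meaning the male TRAP to total mRNA ratio over the female one, was tested as an interaction with the edgeR quasi-likelihood F test on all 18 libraries, using records that passed the filter in at least 1 group. Within-gene exon usage between male and female TRAP was tested with diffSpliceDGE on records with distinct coordinates. The share of called genes on chromosome X was compared with other tested genes by Fisher's exact test, two-sided.

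Gene-level counts were sums over the 69946 records that do not overlap another record of the gene. The 11 gene lists were neuronal, glial, muscle, fat body, hemocyte, male germline, Y-linked, the dpr/DIP family, cuticle protein families, cytoplasmic ribosomal proteins, and sex hierarchy with dosage compensation. They were written from general knowledge of tissue markers and gene symbols. Each list was summarised by its median log2 fold change in an edgeR quasi-likelihood fit and tested with camera (limma) at a preset correlation of 0.01 and with fry, adjusted over the lists, and a list was called at an adjusted camera p under 0.05. A list of fat body metabolism genes was added after the results were seen.

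Named genes were of 3 kinds. The fixed genes were fru, dsx, Sxl, tra, msl-2, lncRNA:roX1, lncRNA:roX2, en, elav, repo, Mhc, RpL10Ab, w and the members of the lists. For each comparison and direction, the 3 genes with the largest absolute log2 fold change were named among those with FDR under 0.2, at least 5 CPM in the higher group, and no overlap of libraries between the groups. For the sex difference in TRAP enrichment, the 3 genes with the smallest p-value in each direction were named.

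Same-numbered TRAP and total mRNA libraries came from the same lysate, so the numbers pair them within a sex. The deviations of same-numbered libraries from their group means correlated at 0.109 to 0.565 in males (mean 0.371, against a mean of −0.0851 for differently numbered libraries) and at 0.0292 to 0.497 in females (mean 0.201, against −0.0721). Numbers shared between the sexes do not pair animals. The correlation across records averaged 0.0497 for male and female TRAP and −0.0963 for the total mRNA libraries. Records are not independent replicates, and these correlations describe the libraries only.

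The tools were edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 in Python 3.11.15. Alternatives were quasi-likelihood tests with and without the replicate number as a block, the DESeq2 Wald test, RLE size factors, TMM factors from autosomal records, FDR under 0.05, an absolute log2 fold change of at least 1, no filter, a filter at 10 CPM, collapsed identical records, gene-level sums, equal replicate numbers, and leaving out each library in turn. TMM factors within each sex were added after the data were seen, as was a list test with the replicate block and the trend on gene length (lowess, span 0.3) removed from the fold changes and from the z-scores given to camera. Results were also set against other splits of the same libraries, all 35 splits for the 8 female libraries and 80 drawn splits for each other comparison, the real split included. Splits that exchange few libraries keep most of the real contrast, so a share above 0.05 does not show that a contrast is absent.

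Each step was tested on simulated data drawn from the means and depths of the real libraries, with 200 genes changed. The exact test recovered 89.5% of them among 10499 genes in male TRAP against total mRNA, 90.5% among 8558 genes in the female comparison, 85% among 8763 genes in male against female TRAP, and 94.5% among 8497 genes in male against female total mRNA. Unchanged genes made up 52.6%, 44.8%, 56.1% and 51.9% of the genes called by the exact test in the simulated data, in the same order, and 34.7%, 34.9%, 40.5% and 34% of those called by the quasi-likelihood test. Of the records called, 33.3%, 25.8%, 32.2% and 29.9% belonged to unchanged genes with the exact test, above the FDR limit of 0.2, and 19.4%, 18.2%, 19.9% and 17.3% with the quasi-likelihood test. In the interaction test 70.5% of changed genes were recovered among 11335 and 35.3% of calls were unchanged genes. For exon usage these shares were 98.5% and 29.9% among 5695 genes. No direction was wrong in the exact and interaction tests. The shares of unchanged genes among the calls depend on how many genes change, here 200. The real pairwise comparisons called 4951 to 9073 genes, so the shares cannot be carried over to them.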

Results

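Exon-level read counts were held for 18 libraries of whole pupae at 48 hr APF. TRAP libraries hold ribosome-bound mRNA purified from cells in which the fru P1 driver is active, and total mRNA libraries hold the mRNA of the whole animal from the same lysates. Males gave 5 TRAP and 5 total mRNA libraries (replicates 1, 2, 3, 5 and 6) and females gave 4 of each (replicates 2, 3, 4 and 5). The total count per library was 24901633 to 67491630. Pearson correlations of log2 RPM across exon records between replicates of a group were 0.947 to 0.989 in male TRAP, 0.983 to 0.994 in male total mRNA, 0.971 to 0.988 in female TRAP and 0.968 to 0.992 in female total mRNA. Records on chromosome Y held 0.0061% ± 0.0013 (SD, n = 5) of the counts in male TRAP and 0.009% ± 0.0006 in male total mRNA, against 0.0001% in the female groups. The 100 genes with the most counts took 24.1% ± 0.557 (SD, n = 5) in male TRAP, 22.6% ± 0.664 in male total mRNA, 30.6% ± 0.703 (SD, n = 4) in female TRAP and 36.0% ± 0.152 in female total mRNA.

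**Figure D1:**
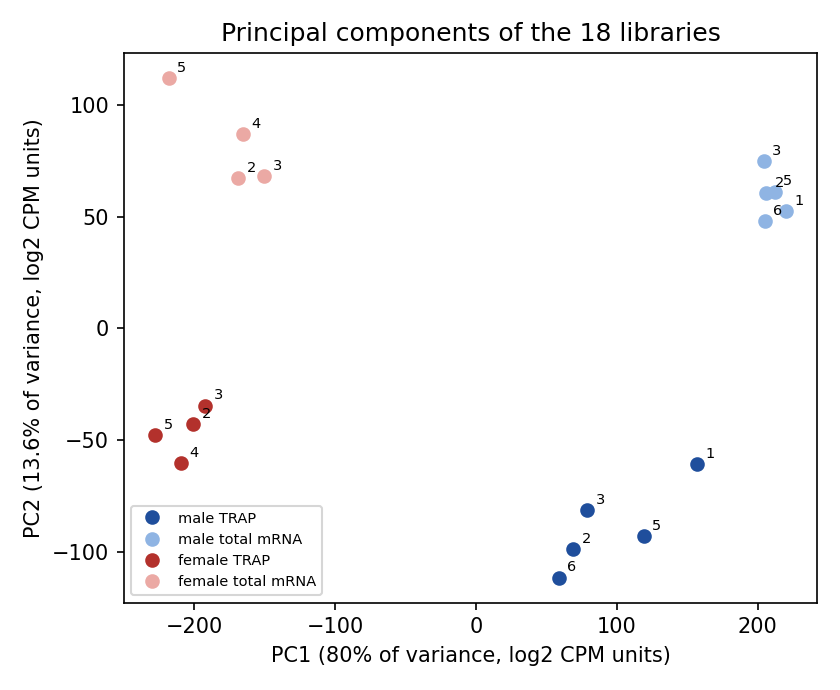
Principal components of the log2 CPM of 37005 exon records in the 18 libraries, each point a library. The component on the horizontal axis (80% of the variance) parts the sexes and that on the vertical axis (13.6%) parts TRAP from total mRNA.

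The driver gene was examined before other genes, because its own records show whether TRAP collected mRNA of the targeted cells. The gene fru (chromosome 3R, minus strand, dm6) has 23 exon records. In male TRAP against male total mRNA, 11 records passed the filter and 10 were higher in TRAP, with log2 fold changes of 0.07 to 3.05 (median 0.9). In females 12 passed and 8 were higher in TRAP, with log2 fold changes of −0.32 to 2.81 (median 1.03). As many fru records were called in 4 of 80 splits of the male libraries and in 1 of 35 splits of the female libraries. Among the splits that part every lysate pair, as the real one does, the numbers were 2 of 16 and 1 of 8. The record 18427480–18430964 had the largest female fold change (2.81) but failed the filter in males. There it had 16.92 ± 7.76 RPM (SD, n = 5) in TRAP and 1.465 ± 0.304 in total mRNA. Among the male records tested, the largest fold change was at a 5′ UTR record, 18480328–18480676 (log2 fold change 3.05, SE 0.31, adjusted p = 1.27e-21). That record had 19.3 ± 9.92 RPM (SD, n = 5) in male TRAP and 2.62 ± 0.364 in male total mRNA. In females the same record had 21.3 ± 7.32 RPM (SD, n = 4) in TRAP and 6.15 ± 1.42 in total mRNA (1.79, SE 0.3, adjusted p = 1.78e-10). A record with coding sequence and 3′ UTR, 18418716–18423182, had 85.9 ± 15.2 RPM in male TRAP and 15.6 ± 2.73 in male total mRNA (2.62, SE 0.18, adjusted p = 1.33e-38), and 96.8 ± 14.7 against 35.9 ± 9.98 RPM in females (1.43, SE 0.25, adjusted p = 5.74e-10). The lowest values in each sex were at 18431233–18432034, where the adjusted p was 0.715 in males (0.07, or −0.03 without male TRAP replicate 6) and 0.251 in females (−0.32).

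The 5′-most fru record, 18545113–18545586, taken here as the start of the transcripts from P1, failed the filter in every comparison. Whether it spans the P1 exon that the study used was not settled. Its counts per library were 0 to 6 in male TRAP and 5 to 11 in female TRAP, against 0 in each male total mRNA library, below the floor of 3 counts, and 1 to 4 in female total mRNA. A further record that failed the filter, 18513451–18515343, is exon 2 of the same annotated transcript and was singled out after its values were seen. It had 7.69 ± 1.89 RPM (SD, n = 4) in female TRAP, 0.809 ± 0.251 in female total mRNA, 0.885 ± 0.401 (SD, n = 5) in male TRAP and 0.0346 ± 0.0279 in male total mRNA. The study reported more reads in females over the sex-specifically spliced part of fru, where females retain a larger exonic region. This record is annotated in a longer form and a shorter form, 18515052–18515343, and its female excess goes in that direction. Between the sexes, 12 fru records were tested in TRAP, with log2 fold changes of −0.27 to 0.49, and 2 were higher in males, 18414273–18417300 (0.38, adjusted p = 0.121) and 18431233–18432034 (0.49, adjusted p = 0.125). When libraries were left out in turn this number ranged from 0 (without female TRAP replicate 3) to 3 (without male TRAP replicate 1) and changed in 6 of 9 fits, and it was 5 with replicate number as a block. In total mRNA, 3 of 11 tested fru records were higher in males and 4 in females, with log2 fold changes of −0.81 to 1.36. Without female total mRNA replicate 5 these numbers were 1 and 7. Summed over non-overlapping records, fru reached 349.4 ± 89.9 RPM in male TRAP (SD, n = 5), 78.7 ± 7.7 in male total mRNA, 376.6 ± 67.3 (SD, n = 4) in female TRAP and 130.5 ± 30.3 in female total mRNA.

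**Figure D2:**
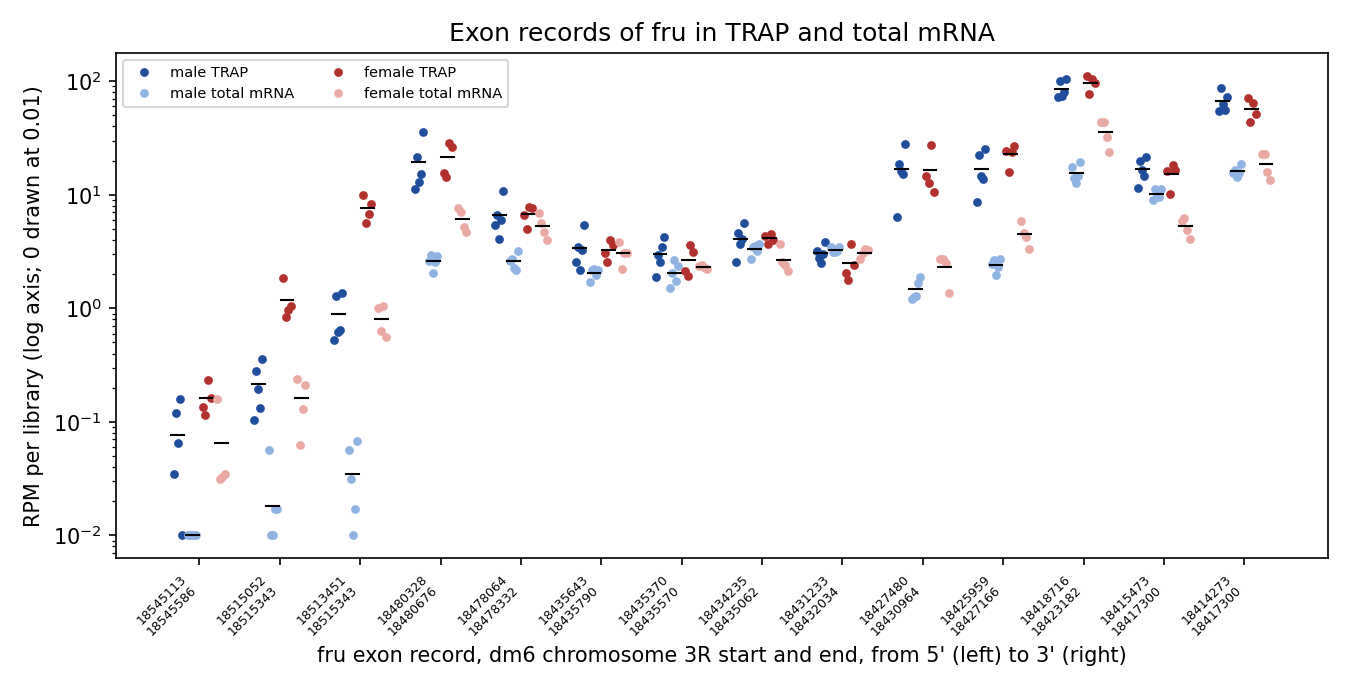
RPM (log axis, 0 drawn at 0.01) of fru exon records from 5′ to 3′, with a dot per library and a black line at each group mean. At the 5′ UTR record 18480328–18480676 the male mean was 19.3 RPM in TRAP and 2.62 in total mRNA.

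TRAP against total mRNA within a sex asks which transcripts are enriched on the tagged ribosomes relative to the whole animal. In males, 30040 records of 10499 genes were tested. Genes with at least 1 record higher in TRAP numbered 4564 (43.5%), genes with a record lower numbered 5247 (50%), and 738 were in both groups. At an unadjusted p under 0.05 there were 20839 records, and the biological coefficient of variation was 19.8%. Libraries of the groups did not overlap at 14739 records (49.1%, where chance gives 0.794%). As many genes were called in 1 of 80 splits of the 10 libraries, and in 1 of the 16 that part every lysate pair. Of the alternatives, the requirement of an absolute log2 fold change of at least 1 moved these counts most, to 1787 higher and 1573 lower. In females, 25115 records of 8558 genes were tested, with 3283 genes higher in TRAP (38.4%), 4145 lower (48.4%) and 508 both. There 15100 records had an unadjusted p under 0.05, the coefficient of variation was 16.7%, and 12853 records did not overlap (51.2%, chance 2.86%). As many genes were called in 1 of 35 splits, and in 1 of the 8 that part every pair.

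By the naming rule, 2993 genes were eligible as higher in male TRAP and 2248 in female TRAP. The gene with the largest fold change in both sexes was CG14118 (FBgn0036323, 3L 12893325–12894758). It had 528.7 ± 265.2 CPM (SD, n = 5) in male TRAP against 3.4 ± 2.44 in male total mRNA (log2 fold change 7.27, SE 0.57, adjusted p = 7.97e-31), and 578.4 ± 176.8 CPM (SD, n = 4) in female TRAP against 4.04 ± 0.639 (7.16, SE 0.29, adjusted p = 1.52e-115). The genes CG5171 (FBgn0031907, 2L 7404230–7404727) at 6.43 (SE 0.44) and CG34166 (FBgn0085195, 2L 14743382–14743807) at 5.83 (SE 0.59) followed in males, and the same genes, through other records of them, at 6.46 (SE 0.3) and 6.28 (SE 0.35) in females. The lowest in male TRAP were CG7886 (FBgn0038248, 3R 14629351–14629541, log2 fold change −2.95, SE 0.17, adjusted p = 2.89e-47), cup and CG34310. The last pair share the record 2L 6668342–6668887 on the same strand (−2.9, SE 0.21), so which gene the reads belong to is uncertain. In female TRAP the lowest were CG34423 (2R 23358833–23358971, −2.49, SE 0.17), which overlaps a gene on the opposite strand and is uncertain, ATPsynCF6 (3R 23355981–23356064, −2.25, SE 0.4) and Neb-cGP (X 10460736–10460848, −2.16, SE 0.34).

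Enrichment lists of the sexes were compared to ask which TRAP-enriched genes are shared. Of 5082 genes called higher in TRAP in at least 1 sex, 2765 (54.4%) were called in both, 1799 (35.4%) in males only and 518 (10.2%) in females only. Of the male-only genes 97 had no tested record in females, and of the female-only genes 158 had none in males. With replicates 2, 3 and 5 of each sex, the numbers were 2527 in both, 1945 in males only and 482 in females only. Across 22741 records tested in both sexes, the log2 fold changes correlated at Pearson r = 0.809 (Spearman 0.758), a relation across records, which are not independent replicates, and 73.1% had the same sign.

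A call in only 1 sex does not show a difference between the sexes, so the ratio of male to female enrichment was tested directly. Among 11335 genes (37005 records), 6783 (59.8%) had a record with higher enrichment in males and 2266 (20%) in females, 680 of them both. The split depended on the scaling. The median of all records was 0.44 on the log2 scale with TMM, 0.07 with RLE size factors and 0.29 with TMM factors within each sex, and the genes higher in males and females were 2784 and 3117 with RLE and 5532 and 2614 with TMM within each sex. Leaving out male TRAP replicate 1 gave 4626 genes higher in males. As many genes were called in 1 of 80 splits of the 9 lysates. A test of the difference called 1662 of the male-only and 292 of the female-only TRAP-enriched genes in the same direction. Among the genes enriched in both sexes, 2278 had a record with higher enrichment in males and 466 one with higher enrichment in females.

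The smallest p-values with higher enrichment in males were at Akh (FBgn0004552, 3L 4141723–4142070), CG14075 (FBgn0036835, 3L 18984961–18985634) and edl (FBgn0023214, 2R 18667527–18668389). For Akh the difference in the fit of all 18 libraries was 4.01 on the log2 scale (SE 0.41, adjusted p = 9.58e-06). On the same scaling, the mean log2 CPM with 0.5 CPM added was higher in TRAP by 4.39 in males and 0.74 in females. The added 0.5 CPM makes these values differ from those of the fit. The mean of Akh rose from 1.48 ± 0.225 to 44.2 ± 19.6 CPM in males (SD, n = 5) and from 3.78 ± 0.289 to 7.02 ± 2.43 CPM in females (SD, n = 4). The difference was 3.7 (SE 0.45, adjusted p = 4.4e-05) for CG14075 and 1.03 (SE 0.09, adjusted p = 5.17e-05) for edl, which had 0.66 under RLE. With higher enrichment in females, CG2736 (FBgn0035090, 2R 24974647–24975341) had −5.41 (SE 0.15, adjusted p = 2.47e-07), a value that depends on the prior count because female total mRNA held only 0.0684 ± 0.0553 CPM. Its SE belongs to the scale with 0.5 CPM added, where TRAP over total mRNA was only −0.79 in males and 1.78 in females. At Mical (FBgn0053208, 3R 10018824–10019435) the difference was −4.2 (SE 0.31, adjusted p = 2.47e-07). Its record rose from 1.54 ± 0.388 to 43.0 ± 13.1 CPM in females and from 39.1 ± 2.82 to 59.8 ± 6.68 in males. Summed over the whole gene, Mical went the other way (0.69). At Lasp (FBgn0063485, 3L 16678425–16678660) it was −2.02 (SE 0.1, adjusted p = 3.21e-07), in a record that overlaps another gene on the same strand and is uncertain.

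Male against female TRAP asks for sex-biased expression in the purified cells, and the same contrast in total mRNA gives the whole-animal background. In TRAP, 26443 records of 8763 genes were tested, and 2774 genes (31.7%) had a record higher in males and 2244 (25.6%) a record higher in females, a ratio of 1.24. As many genes were called in 1 of 80 splits. At an unadjusted p under 0.05 there were 9594 records, the coefficient of variation was 22.4%, and 6435 records did not overlap (24.3%, chance 1.59%). Testing without the filter moved the male-biased count most, to 6784, and a minimum absolute log2 fold change of 1 moved the female-biased count most, to 191. Without female TRAP replicate 4, 4368 genes were higher in males, since with 8 libraries records expressed in the 5 male libraries alone pass the filter. In the fit of all libraries, 4331 records over 2 CPM in every male TRAP library failed the filter, which left 1762 genes with no tested record, against 364 records and 80 genes in females. In total mRNA, 23971 records of 8497 genes were tested, and 4017 genes were higher in males and 3923 in females, with 16010 records at an unadjusted p under 0.05. Here 7041 records over 2 CPM in every male library failed the filter and left 2035 genes with no tested record, against 1094 records and 233 genes in females. The coefficient of variation was 13.9%, 12696 records did not overlap (53%, chance 1.59%), and 1 of 80 splits gave as many genes.

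Of the genes male-biased in TRAP, 2429 of 2774 (87.6%) were also male-biased in total mRNA, and of those female-biased in TRAP, 1900 of 2244 (84.7%) were also female-biased in total mRNA. The opposite bias in total mRNA was called for 357 of these male-biased and 202 of these female-biased genes. Of all genes tested in total mRNA, 47.3% were male-biased and 46.2% female-biased. Across 22505 records the sex differences in TRAP and in total mRNA correlated at r = 0.898 (Spearman 0.769), and the correlation is across records. The genes most male-biased in TRAP were djl (FBgn0037463, 3R 7061040–7061919, 398.7 ± 373.8 CPM against 1.09 ± 0.869, log2 fold change 8.52, SE 0.73, adjusted p = 3.08e-11), dj (3R 7059570–7060524, 8.33, SE 0.96) and Mst84B (3R 7062576–7064370, 8.3, SE 0.73), the last uncertain for its overlap with a gene on the opposite strand. The most female-biased in TRAP were CG13003 (FBgn0030798, X 16849296–16849941, 2.03 ± 0.411 against 14.0 ± 2.4 CPM, log2 fold change −2.8, SE 0.16, adjusted p = 1.2e-38), Cpr30F (2L 9932272–9933018, −2.72, SE 0.46) and CG34327 (X 17222968–17223815, −2.35, SE 0.24). In total mRNA the largest male bias was at Klp59C (FBgn0034824, 2R 23123923–23126042, 274.1 ± 17.8 against 1.34 ± 0.989 CPM, log2 fold change 7.67, SE 0.56, adjusted p = 5.46e-19), CG32445 (7.62, SE 0.56) and S-Lap2 (7.58, SE 0.87). The largest female bias was at Cpr30F (−2.96, SE 0.35), Sxl (X 7076710–7079367, −2.88, SE 0.11, adjusted p = 3.38e-123) and CG13231 (−2.71, SE 0.43).

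Exon-level testing can call 1 gene in both directions, which the study read as sex-biased transcript isoforms. In TRAP 67 genes had a record biased to each sex, a number reached in 1 of 80 splits, and 25 did at FDR under 0.05. It was 36 without male TRAP replicate 5 and 123 without female TRAP replicate 4. The test of exon usage called 296 of 5723 genes (5.2%), again as many in 1 of 80 splits, and 44 of the 67 were among them. Sxl was 1 of these (adjusted p = 0.000151 for usage). In TRAP its record X 7076710–7079367 was higher in females, with 13.2 ± 2 CPM in males (SD, n = 5) and 56.8 ± 13.1 in females (SD, n = 4, log2 fold change −2.1, SE 0.18, adjusted p = 3.73e-25). Its record 7082921–7084819 was higher in males, with 78.0 ± 19.4 and 42.1 ± 11.5 CPM (log2 fold change 0.89, SE 0.26, adjusted p = 0.00177). Among the fru records that passed the filter no usage difference was called (adjusted p = 1). The record 18513451–18515343, with 7.69 RPM in female TRAP and 0.885 in male TRAP, failed the filter and was not in this test. The test therefore does not address the sex-specific splicing of P1 transcripts that the study describes. The record of dsx at 3R 7924323–7925360 was male-biased in TRAP (1.14, SE 0.19, adjusted p = 2.28e-06) and in total mRNA (1.68, SE 0.13, adjusted p = 2.24e-23).

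Because males carry 1 X chromosome, the chromosomal location of sex-biased genes was compared with that of other tested genes by Fisher's exact test, two-sided. In TRAP, by this exact test, 389 of 2774 male-biased genes were on X (14%, against 17.9% of other tested genes, odds ratio 0.746, p = 4.38e-06), as were 480 of 2244 female-biased genes (21.4%, against 15.1%, odds ratio 1.53, p = 1.25e-11). In total mRNA the shares, by the same exact test, were 13.6% of 4017 male-biased genes (against 19.3%, odds ratio 0.658, p = 1.49e-12) and 20.3% of 3923 female-biased genes (against 13.5%, odds ratio 1.63, p = 5.35e-17). Median log2 fold changes of X records were −0.06 in TRAP and −0.16 in total mRNA, against 0.02 for autosomal records in each.

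Gene lists fixed in advance were compared between TRAP and total mRNA to ask which cell types the purification enriched, with 11 lists tested in males and 10 in females, where no Y-linked gene passed the filter. The neuronal list had a median log2 fold change of 2.13 in males (17 of 17 genes higher, also adjusted over the list alone, camera adjusted p = 2.78e-14) and 1.41 in females (16 of 17, also adjusted over the list alone, adjusted p = 9.87e-11). The dpr/DIP family of cell surface proteins had 1.2 in males (28 of 31 higher, 2 lower, adjusted p = 8.85e-10) and 0.81 in females (31 of 31 higher, adjusted p = 2.14e-10). The fat body list had the largest medians, 4 in males (7 of 7 higher, adjusted p = 1.41e-07) and 4.82 in females (8 of 8, adjusted p = 2.55e-20). As large a median was reached in 1 of 80 male and 1 of 35 female splits for each of these 3 lists, and in 1 of 16 and 1 of 8 splits that part every pair. Cytoplasmic ribosomal proteins were lower in TRAP, at −0.3 in males (56 of 85 lower and 2 higher, 54 lower adjusted over the list alone, adjusted p = 0.000229, 2 of 80 splits) and −0.72 in females (80 of 81 lower, adjusted p = 2.55e-20, 1 of 35 splits). The alternative that moved the list results most was chosen after seeing the data, and removed the trend of the fold change on gene length in a fit with the replicate block. Under it the ribosomal protein median in males was 0.05 (adjusted p = 0.363) and in females −0.33 (adjusted p = 6.98e-07), so the lower male value did not hold, while the neuronal, dpr/DIP and fat body lists kept their calls in both sexes.

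Other lists went less clearly in 1 direction. Muscle had −0.29 in males (5 of 16 genes higher, 8 lower, adjusted p = 0.131, 5 of 80 splits) and −1.02 in females (2 higher, 11 lower, adjusted p = 5.46e-06, 1 of 35 splits). The male germline list had −0.5 in males (11 of 15 lower, adjusted p = 0.0149, 4 of 80 splits) and −1 in females (2 of 10 higher and 3 lower, or 1 lower adjusted over the list alone, adjusted p = 0.931, 8 of 35 splits), the latter −0.47 without female total mRNA replicate 3. For sex hierarchy and dosage compensation genes the medians were 0.51 in males (9 of 12 higher, 3 lower, adjusted p = 0.0294, 1 of 80 splits) and 0.24 in females (7 of 11 higher, adjusted p = 0.0811, 1 of 35 splits), and with replicate number as a block the female value was 0.23 (adjusted p = 0.0445). The glial list had 0.16 in males (3 of 9 higher, 2 lower, adjusted p = 0.936, 15 of 80 splits, median 0.1 without male total mRNA replicate 1 and 0.25 without male TRAP replicate 1) and −0.24 in females (2 of 10 higher, 6 lower, adjusted p = 0.294, 1 of 35 splits). Hemocyte genes had 0.15 in males (3 of 7 higher, 3 lower, adjusted p = 0.93, 9 of 80 splits, median 0.07 without male TRAP replicate 6 and 0.26 without replicate 3) and −0.45 in females (6 of 7 lower, adjusted p = 0.0701, 1 of 35 splits). Cuticle proteins had 0.19 in males (21 of 50 higher and 8 lower, 18 and 5 adjusted over the list alone, adjusted p = 0.851, 28 of 80 splits, median 0.09 without male TRAP replicate 6 and 0.35 without replicate 5) and −0.25 in females (7 of 52 higher, 29 lower, adjusted p = 0.0793, 3 of 35 splits). Y-linked genes had −0.25 in males (3 of 10 higher, 5 lower, adjusted p = 0.859, 7 of 80 splits, median −0.16 without male TRAP replicate 2). With the length trend removed, the medians of the glial list (−0.26) and the hemocyte list (−0.42) in males and of cuticle proteins in females (0.05) changed sign without a call. Under the same fit the sex hierarchy call in males was lost (0.22, adjusted p = 0.391), and muscle (−0.51, adjusted p = 0.00737) and cuticle proteins (0.42, adjusted p = 8.59e-05) in males and glial (−0.58, adjusted p = 0.0244) and hemocyte genes (−0.56, adjusted p = 0.00114) in females were called. The filter at 10 CPM also reversed the hemocyte median in males. Unless given, counts adjusted over the list alone were the same numbers. Every list called by camera was also called by fry in that sex, and fry alone called muscle in males (adjusted p = 0.0352), and glial (0.000152), hemocyte (0.000258) and sex hierarchy genes (0.00698) in females. In males 36 of 80 splits, and in females 20 of 35, gave as many lists past the camera threshold, so the number of called lists is not larger than in other splits of the libraries.

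**Figure D3:**
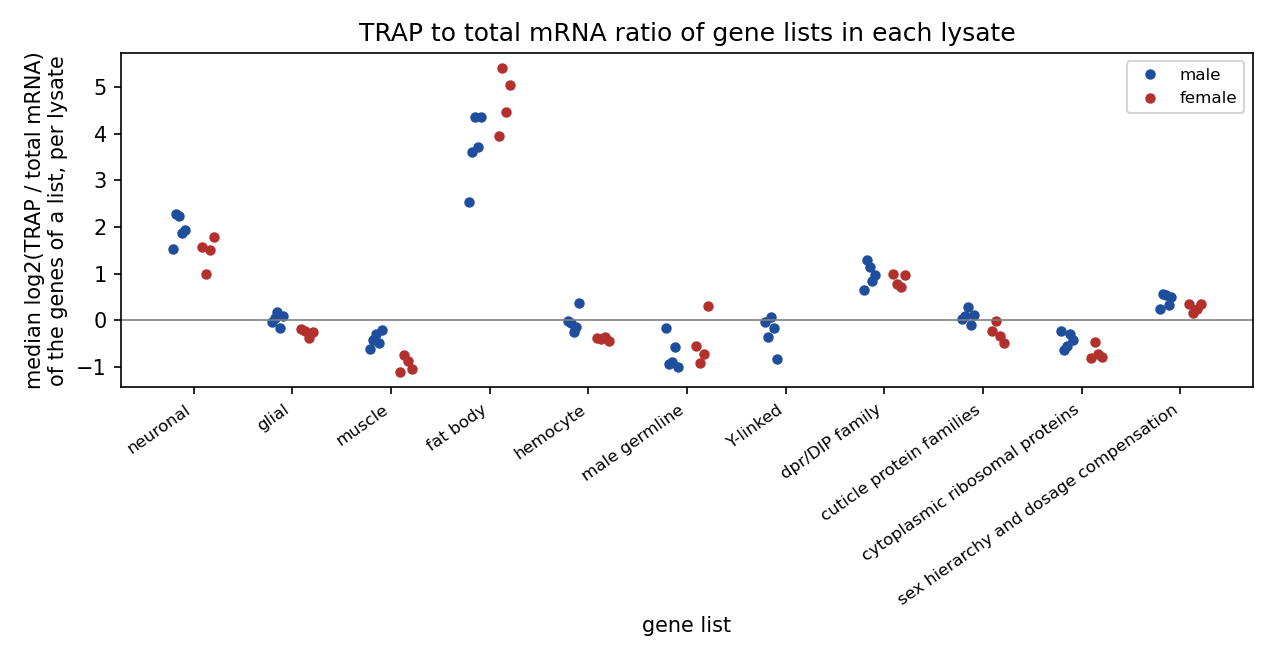
Median log2 ratio of TRAP to total mRNA for each gene list in each lysate, with male lysates in blue and female lysates in red. The fat body list was at 2.53 or more in all 9 lysates.

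Among the fixed genes, elav, a gene expressed in neurons, was higher in TRAP by a gene-level log2 fold change of 2.23 in males and 1.64 in females, and repo, a glial gene, had 0.1 and −0.62. The values were 1.16 and 0.23 for dsx, 2.28 and 1.4 for Sxl, 0.94 and 0.38 for tra, 0.24 and 0.68 for msl-2 (0.44 in females without female TRAP replicate 2), 2.79 and 3.37 for lncRNA:roX1, and 0.31 in males for lncRNA:roX2. For en they were −0.01 and −0.26 (−0.16 in females without female total mRNA replicate 4), for Mhc 0 and −0.62, for RpL10Ab −0.08 and −0.42, and for w 0.41 and 0.76. Near-zero male values of en and Mhc changed sign when single libraries were left out.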

Values the study reported

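The study reported that, at 48hr APF, 34% of the TRAP-enriched genes were enriched in males only, 12% in females only and 54% in both sexes. It also described 43 genes with exon biases toward each sex in the TRAP comparison, among them Sxl, and about 1.4-fold more genes with male-biased than with female-biased expression. An FDR of 0.2 was its threshold for exon-level calls.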

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

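The tests of male RNA in the female TRAP libraries were chosen after lncRNA:roX1 was seen to be high there. The splits of the lysates for the lists' sex differences were added after those differences were seen, and the other splits were planned.

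In 171 groups of 4 or 5 libraries of 1 measure, 10 had a library far from the others, where chance alone gives 8.55. Of these, 4 were in female TRAP replicate 2. It held 256.6 RPM of lncRNA:roX1 (44.2 to 67.5 in the other 3 libraries), 662.5 RPM of elav (260.7 to 328.7), 25.4 RPM of msl-2 (13.5 to 15.3) and 1414 RPM of the dpr/DIP family (946.8 to 1008). Without this library the female gene-level log2 fold change of TRAP over total mRNA was 2.5 for lncRNA:roX1, 1.26 for elav and 0.44 for msl-2. Male RNA in these libraries would bring lncRNA:roX2, which is also made in males, and Y-linked genes in proportion. In the female TRAP libraries lncRNA:roX1 stood at 2.36% to 13.7% of the male TRAP mean (mean 5.73%), lncRNA:roX2 at up to 2.56% (mean 1.53%) and the Y-linked list at up to 1% (mean 0.71%). From female total mRNA to female TRAP, lncRNA:roX1 rose from 10.1 to 107.4 RPM on average, while lncRNA:roX2 (0.957 and 0.653 RPM) and the Y-linked list (0.744 and 0.46 RPM) did not rise. The male germline list as a sum stood at 6.73% to 10.2%, which goes the other way, but most of that sum was bol, with 337.7 CPM in female and 564.2 in male TRAP. Testis genes with high levels in males stayed low in female TRAP, such as dj (4.95 against 1582 CPM) and Mst98Ca (4.44 against 855.6 CPM). These values argue against male RNA as the source of the lncRNA:roX1 rise. No biological explanation of the difference between replicates was tested.

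The remaining 6 were spread over 5 libraries. Female total mRNA replicate 5 held 199900 RPM of cytoplasmic ribosomal proteins (188800 to 189300 in the others) and 1.36 RPM of the fru record 18427480–18430964 (2.52 to 2.73). Female total mRNA replicate 2 held 0.161 RPM of the 5′-most fru record, 18545113–18545586 (0.0314 to 0.035), which rests on 4 counts against 1 in each other library. Male total mRNA replicate 1 held 460.5 RPM of the glial list (515.1 to 524), female TRAP replicate 5 held 23.8 RPM of tra (20.1 to 20.6), and male TRAP replicate 2 held 26.9 RPM of w (17.8 to 19.1). Their number is close to what chance gives, and no explanation was tested.

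TRAP enrichment differed between the sexes by the interaction test in 6783 genes with a record higher in males and 2266 with one higher in females, and 1 of 80 splits of the 9 lysates gave as many genes. Scaling could explain part of the excess toward males, since RLE size factors gave 2784 and 3117 genes and the median of all records fell from 0.44 to 0.07. Male total mRNA and female total mRNA differ in composition (the 100 most abundant genes took 22.6% and 36.0% of the counts), so a difference in enrichment can come from the whole animal as well as from the purified cells. These sources were not told apart by a test, and sex itself stays an open explanation.

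The genes with the smallest p-values kept their direction under RLE size factors, TMM factors within each sex, the filter at 10 CPM where they passed it, the block by lysate and the fits that each left out a library (18 fits each, but 15 for CG2736, which failed the filter in the others). Akh had a difference of 4.01 on the log2 scale, CG14075 of 3.7 and edl of 1.03 toward males, and CG2736 of −5.41, Mical of −4.2 and Lasp of −2.02 toward females. The exception was Mical summed over the whole gene, where the difference was 0.69 (adjusted p = 0.0818 for the whole gene). The Mical record may therefore reflect a transcript form used in male and female total mRNA to different degrees and not the gene as a whole. Lasp shares its record with another gene, so reads of that gene are a possible explanation that was not tested beyond the gene-level sum of −0.98.

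Of the 11 gene lists, 5 passed the camera threshold for a sex difference in enrichment. Relative to the median of all genes (0.49), the difference was 0.34 for muscle (adjusted p = 0.00566), −1.04 for fat body (0.00717), 0.31 for hemocyte (0.0326), −0.16 for male germline (0.00566) and 0.13 for cytoplasmic ribosomal proteins (0.00497). Under fry, muscle, hemocyte and ribosomal protein lists passed, and fat body (0.277) and male germline (0.459) did not. By itself fry also called glial (0.000899), neuronal (0.00862), cuticle protein (0.0131) and sex hierarchy genes (0.0355). Because fry tests a list's own difference against 0, the shift of all genes (0.49) enters it, and its calls cannot decide the relative differences. Splits of the 9 lysates gave a difference as large in 7, 5, 4, 54 and 32 of 80 splits, in the same order. None of the 5 shares was under 0.05. Some of these splits exchanged few lysates between the sexes and so carried most of any sex difference. Among those as large for hemocyte were splits that called 2995 and 2978 genes in the interaction test. The shares therefore cannot decide whether the 5 differences come from sex. The ribosomal protein value was 0.05 without male TRAP replicate 1 and 0.2 without male TRAP replicate 2. For male germline it was 0.09 without female TRAP replicate 3, 0.08 without female total mRNA replicate 5 and −0.45 without female total mRNA replicate 3. With each lysate as a block, 2 further lists passed, neuronal (0.37, adjusted p = 0.0193, against 0.39 and 0.0768 without it; 0.22 without female TRAP replicate 3) and cuticle proteins (0.26, adjusted p = 0.0136, against 0.23 and 0.585; 0.06 without male TRAP replicate 3). Other alternatives changed calls too. With RLE size factors neuronal (adjusted p = 0.0282) and cuticle protein lists (0.0361) passed and male germline did not (0.131). Neuronal also passed with TMM factors within each sex (0.032), and hemocyte did not at 10 CPM (0.108). The male germline value was −0.43 with the block and −0.32 at 10 CPM. Y-linked genes had 0.02, but females have no Y chromosome and the value says nothing of enrichment. The other lists had 0.22 for glial (0.13 without male TRAP replicate 3, 0.33 without female TRAP replicate 5), 0.06 for dpr/DIP (−0.02 without male TRAP replicate 2, 0.16 without male TRAP replicate 1) and 0.11 for sex hierarchy genes (0.02 without female TRAP replicate 3).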

How the results depend on the processing

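All alternatives were planned except TMM factors within each sex and the removal of the gene length trend, which were chosen after seeing the data. Of the 245 values from alternatives other than leaving out a library, over the main results, 199 stayed on the same side of their threshold or within 1.5 times the count, 34 moved, 6 passed a threshold, 1 fell below it and 5 reversed. Each alternative was run on part of the main results. No value changed under the quasi-likelihood test without a block (20 values), collapsed identical records (9), the DESeq2 Wald test (8), TMM factors from autosomal records (4), replicates 2, 3 and 5 of each sex (3), genes tested in both fits (3) or TMM factors within each sex (2).

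The filter and the fold change minimum moved gene counts by construction, as they change how many records can be called. With an absolute log2 fold change of at least 1, genes higher and lower were 1787 and 1573 in male TRAP against total mRNA, 1155 and 515 in female TRAP against total mRNA, 1136 and 191 in male against female TRAP, and 2182 and 135 in male against female total mRNA. With the filter at 10 CPM they were 2615 and 2971, 1900 and 2289, 1396 and 1077, and 1971 and 1826. Without the filter, 8366 genes were lower in male TRAP, 5978 were higher in female TRAP, 6784 and 3399 were male- and female-biased in TRAP, and 8791 and 6115 in total mRNA. At FDR under 0.05, 1360 genes were female-biased in TRAP and 25 had records biased to each sex.

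For the sex difference in TRAP enrichment, the genes higher in males were 2784 with RLE size factors, where the median of all records moved with the scaling, and 2033 with the filter at 10 CPM, which tests fewer records. At gene level 1252 genes were higher in females, and the cause was not tested.

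With replicate number as a block in the quasi-likelihood test, 1 fru record was lower in female TRAP than in total mRNA and 5 were higher in male than in female TRAP. Male and female numbers do not pair animals, so the second of these shares only a number. With the replicate block, the sex hierarchy list in females had 0.23 (adjusted p = 0.0445), and the block within sex brought the Y-linked list's sex difference to 0. By itself the block changed no other call, nor a count beyond 1.5 times, among the main results it was run on, and among the lists' sex differences it changed the neuronal and cuticle protein calls. The cause was not tested. Same-numbered male and female libraries correlated at −0.105 to 0.146 in TRAP and −0.405 to 0.156 in total mRNA.

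With the replicate block and the trend on gene length removed, 12 of 21 list results kept their direction and call. In males the medians reversed to 0.05 for ribosomal proteins (adjusted p = 0.363), −0.26 for glial and −0.42 for hemocyte, and in females to 0.05 for cuticle proteins. The sex hierarchy list in males was 0.22 and no longer called (adjusted p = 0.391). Muscle (−0.51) and cuticle proteins (0.42) in males, and glial (−0.58) and hemocyte (−0.56) in females, passed the threshold. In the fit with the block alone these medians kept their sign, so the reversals come from taking out the trend. The calls here come from camera on gene scores, where the main calls come from camera on expression values, and the cause of the changed calls was not tested.

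Among fru records without the filter, 5 were higher and 11 lower in male than in female total mRNA, 1 was higher and 2 lower in male than in female TRAP, and 1 was lower in male TRAP than in total mRNA. These include records of few counts. The record 18431233–18432034 had −0.13 in males without the filter, and −0.03 to 0.14 across the fits that each left out 1 library. With the filter at 10 CPM the cuticle protein list in females had −0.35 (adjusted p = 0.00387) and the hemocyte list in males reversed to −0.14 (adjusted p = 0.888), with fewer genes tested.

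Leaving out each library in turn gave 388 values of the main results, of which 369 were unchanged by the same measure. Genes male-biased in TRAP ranged from 2637 to 4368, the highest without female TRAP replicate 4, where 5 of 8 libraries satisfy the filter. Genes with records biased to each sex ranged from 36 without male TRAP replicate 5 to 123 without female TRAP replicate 4. Numbers of fru records ranged from 0 to 1 lower in female TRAP than in total mRNA, from 1 to 4 higher and 4 to 7 lower in male than in female total mRNA, and from 0 to 3 higher and 0 to 1 lower in male than in female TRAP. In females the list medians ranged from −0.37 to −0.18 for cuticle proteins, −0.57 to −0.35 for hemocyte and 0.21 to 0.31 for sex hierarchy genes, with some fits past the camera threshold. The cause was not tested for any of these, except the filter.

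Values near 0 changed sign. In male TRAP against total mRNA, en (−0.01) had 0.04 with the filter at 10 CPM and −0.05 to 0.05 when libraries were left out, among them 0.04, 0, 0.02 and 0.05. Mhc (0) had 0.04 with that filter, 0 under RLE and −0.09 to 0.1, among them 0.02, 0.1 and 0.03. Between male and female TRAP, tra had −0.04 under RLE. For Mical, summing the whole gene reversed the sex difference in enrichment to 0.69. Among the lists' sex differences, male germline ranged from −0.45 to 0.09, with 0.08 without female total mRNA replicate 5. Those of the Y-linked list ranged from −0.29 to 0.77, with reversed values of −0.29, −0.26, −0.01, −0.29 and −0.02, and those of dpr/DIP from −0.02 to 0.16, with 0 in a pair of fits. The cause was not tested.

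Of single genes, 92 of 97 values of the fixed genes, 230 of 231 of the genes with the largest changes and 88 of 92 of single fru records stayed the same, with 1 gain and 4 reversals, 1 reversal, and 2 losses, 1 gain and 1 reversal. When a library was left out, the numbers were 212 of 226, 309 of 309 and 198 of 206. The 309 values cover only 4 fits each for CG7886 and CG5171 in male TRAP against total mRNA, where CG14118 had 10. For the lists' sex difference 36 of 44 and 182 of 198 stayed the same. The fru record taken as the start of the P1 transcripts held at most 11 counts in any library and failed the filter.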

Other observations

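The tests of lengths, of 3′ records in females and in total mRNA, of carry-over for the fat body list and of male RNA were chosen after their results were seen. The fat body metabolism list was added after the fat body result and before its own values were looked at.

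In TRAP, 67 genes had records biased to each sex. That is higher than the value quoted from the study above.

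In male TRAP against total mRNA, 738 genes had a record higher and another lower. In 544 of them (73.7%, 95% exact binomial interval 70.4 to 76.9) the TRAP-enriched records lay nearer the 3′ end. Across 2273 genes with several records, the 3′-most record exceeded the 5′-most by a median of 0.3 on the log2 scale in males. A difference in 3′ coverage between male TRAP and total mRNA may therefore account for many of these genes. In females the share was 30.7% (156 of 508, 26.7 to 34.9) and the median −0.14, which argues against a 3′ bias of TRAP libraries in general. Between internal records of 648 genes the male difference was 0.04 (95% bootstrap interval −0.01 to 0.1). Between the end records of those genes it was 0.24 (0.19 to 0.33). The male difference thus lay mainly at the end records, and a gradient along whole transcripts was not shown for it.

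Between male and female total mRNA, the 3′-most record lay below the 5′-most by a median of −0.35 on the log2 scale, while in TRAP the median was −0.04. In single libraries the median difference of these records ran from −0.5 to −0.02 in male and from 0.09 to 0.33 in female total mRNA. It therefore varied within a sex as well as between the sexes. One candidate explanation is a coverage gradient along transcripts. Between internal records of 648 genes the shift was −0.11 (95% bootstrap interval −0.14 to −0.08), where a gradient in proportion to distance would give −0.13, so this test is consistent with a gradient. Another is that testis transcripts end upstream of annotated 3′ records. The shift was −0.25 (−0.27 to −0.23) in female-biased genes, −0.74 in male-biased genes and −0.33 in genes with neither bias, and the explanations cannot be told apart because a gradient in the male libraries acts on every class. Counts of genes called in both directions, and of the 490 in total mRNA, include such shifts.

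The log2 fold change of TRAP over total mRNA rose with gene length, with a Spearman correlation across genes of 0.445 in males and 0.356 in females. With genes in 5 equal classes of length, the shortest class had a median of −0.49 and the longest 0.6 in males, and −0.37 and 0.32 in females. The longest muscle genes went up with this trend, sls (2.86 in males, 2.13 in females) and bt (2.1 and 1.13). Short ones went down, such as Act57B (−1.5 and −1.94). Other long muscle genes did not rise in both sexes, with 0.93 and −0.22 for Mf, 0.08 and −0.24 for Prm, −0.03 and −0.63 for Mhc, and 0.77 and −0.07 for Tm1. Gene length may therefore account for only part of the mixed directions of the muscle list. What causes the trend was not tested. Removing it left the muscle medians at −0.51 in males and −0.95 in females, with 4 and 2 of the 16 genes still higher. Its removal took the ribosomal protein median from −0.32 to 0.05 in males and from −0.72 to −0.33 in females. The trend may thus account for the lower ribosomal proteins in male TRAP and for part of it in females. It does not explain the neuronal list as a whole. After the trend was removed in the fit with the replicate block, its median was 1.29 in males (camera adjusted p = 0.014) and 1.12 in females (adjusted p = 0.00125).

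The fat body list was higher in TRAP than any other list, although the driver is chosen for neurons. Its genes took 0.949% ± 0.35 (SD, n = 5) of the counts in male TRAP against 0.131% ± 0.0154 in male total mRNA, and 1.95% ± 0.49 (SD, n = 4) in female TRAP against 0.199% ± 0.012. Unselected carry-over of whole-pupa RNA brings a gene no higher than its level in total mRNA, and the lowest median ratio among the 9 lysates was 2.53 on the log2 scale, which excludes carry-over as the cause. Fat body cells with tagged ribosomes would raise other fat body genes too. The added list of 17 fat body metabolism genes had a median of 0.72 in males and 0.72 in females (camera adjusted p = 0.0138 and 0.00817, fry adjusted p = 0.000677 and 0.000552), with 12 and 11 genes higher and 2 lower in each sex. These values are consistent with RNA of fat body cells among the purified RNA. Expression of these genes in fru P1 neurons themselves and nonspecific binding of fat body ribosomes or RNA to the matrix stay open, since no mock purification was analysed here.

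Most genes male-biased in TRAP were male-biased in total mRNA, and genes of the testis such as dj and djl were among them with large spreads between libraries. Carry-over of whole-pupa RNA into TRAP would give lists from outside the nervous system similar ratios that move together across lysates. The male germline ratio minus the muscle ratio ranged over 1.27 on the log2 scale across the 5 male lysates, from 0.47 (95% interval −0.37 to 0.9) in lysate 1 to −0.8 (−2.12 to 0.04) in lysate 6. These intervals overlap. The germline ratio itself fell from −0.16 (−0.48 to 0.05) in lysate 1 to −1.01 (−1.44 to −0.85) in lysate 6. The muscle ratio went from −0.63 (−0.93 to −0.03) to −0.21 (−1.03 to 1.11). The medians moved in opposite directions, which carry-over does not predict, but the muscle intervals overlap. More carry-over would also lower the neuronal ratio, which was 1.53, 1.88, 1.94, 2.24 and 2.28 in lysates 1, 5, 6, 3 and 2. In the same lysates the germline ratio was −0.16, −0.58, −1.01, −0.9 and −0.94. It was thus highest where the neuronal ratio was lowest, which goes with carry-over. The Y-linked ratio did not keep this order (−0.03, −0.16, −0.83, 0.07 and −0.36). Carry-over and expression in tagged cells therefore cannot be told apart by these lists. Among the 3000 most abundant genes, the 5th percentile of the log2 fold change was −1.14 in males and −1.11 in females, and the 1st percentile −1.38 and −1.46.

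The list medians were also set against other splits of the libraries, 80 in males and 35 in females. For the neuronal, fat body, dpr/DIP and sex hierarchy lists, 1 split in each sex gave a median as large, the real one. Ribosomal proteins reached it in 2 splits in males and 1 in females. In males it was 15 splits for glial, 5 for muscle, 9 for hemocyte, 4 for male germline, 7 for Y-linked and 28 for cuticle proteins, so these male medians are not distinguishable from other splits at a share of 0.05. In females it was 1 split for glial, muscle and hemocyte, 8 for male germline and 3 for cuticle proteins, and the last pair are not distinguishable. Of splits that part every lysate pair, there were 2 of 16 in males for glial, hemocyte and male germline, and the real split alone for the other lists. In females the real split alone, 1 of 8, did so for each list tested. As many lists passed camera in 36 splits in males, 7 of the 16 that part every pair, and in 20 splits in females, 5 of the 8. Of fru records, 4 splits in males and 1 in females called as many. The other male splits among these exchanged 1 library of each group and called 4345, 7443 and 6889 genes. They keep most of the contrast of TRAP with total mRNA, so the male share cannot decide whether the male number stands out. For the 4 pairwise comparisons, the sex difference, the genes biased to each sex and the exon usage test, the real split was the only 1 of those drawn to call as many genes. The next largest splits called 7443 genes in male TRAP against total mRNA, 3442 in male against female TRAP, 5612 in male against female total mRNA, 11 in female TRAP against total mRNA and 2995 for the sex difference.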
